A study of Mus musculus with 72 samples.

How the data were processed

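RNA-seq counts were analysed for 72 libraries from the liver and the suprachiasmatic nucleus (SCN) of C57BL/6 mice. The SCN is the hypothalamic nucleus that holds the central circadian clock. Per the labels, mice ate a methionine- and choline-deficient (MCD) diet or a control diet of equal energy content for 11 days. A light-dark cycle of 10 days was followed by constant darkness on the last day, when mice were killed at 6 circadian times (CT) that lay 4 h apart, from CT0 to CT20. Each of the 24 groups of tissue, diet and time held 3 libraries, 2 from males with the replicate numbers 1 and 2 and 1 from a female with the number 3. Per the labels' protocols, liver RNA came from the left lobe, the SCN was taken from stained brain sections by laser microdissection, and libraries were made with a stranded kit from polyadenylated RNA. The protocol text speaks of male mice alone, while the sample labels name 12 female libraries per tissue; the sample labels were followed, and the sex-specific transcripts in the report bear on this.

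The authors deposited whole-number read counts per gene in 1 table per tissue, per the file headers, and whole-number counts per exon bin (a part of an exon that belongs to the same transcripts along its length) in 1 file per library. The counts are not normalized, and their totals differ between libraries. Aligner, genome build, annotation release and whether counting used the strand are not given in the sources used here, so genes that overlap another gene, and near-identical paralogs, are uncertain. The liver table lists 22823 genes and that of the SCN 15759 genes. The lowest total over the 36 libraries was 41 counts for a gene of the liver table and 1410 counts for a gene of the SCN table, so the tables hold genes past different minimum levels. Gene symbols are those of the tables. Positions and overlaps were looked up by gene ID in GENCODE M21 (build GRCm38), which held 20129 of the 20249 liver genes tested.

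In both gene tables, 2 columns for the control males at CT8 carry the same name, so neither could be given a number from its name. They were used as 2 replicates of their group and are called control CT08 a and control CT08 b. Having no number, both stayed in gene fits without number 1 or 2 and were left out of those with the number as a block. Exon-bin files carry a number for these libraries. In liver, files 1 and 2 held 81.8 and 44.9 M bin counts, and columns a and b 86.2 and 52.6 M gene counts. In SCN the files held 67.5 and 46.7 M and the columns 79.8 and 58.1 M. These totals go with a as number 1 and b as number 2, but were not used to number the columns. The exon-bin files of 2 liver libraries, control CT00 1 and 2, end early, and the exon test in liver used the other 34 libraries. Complete files hold 472109 bins. Summed over the bins of a gene, the counts of each of the 32 liver and 34 SCN files whose column has a number correlated best with the column of the same name. Reads that the files tally outside the bins, because they fell in no bin or were ambiguous, were left out of the test. They made up 4.53% to 21.4% of the reads tallied in a complete liver file and 4.80% to 7.73% in an SCN file, and reads in no bin alone made up 3.87% to 14.2% and 3.61% to 6.13%.

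Total gene counts ran from 52.6 to 86.7 M per liver library (median 64.4 M) and from 23.4 to 79.8 M per SCN library (median 57.0 M). The 10 most counted genes took 15.0% to 21.2% of the counts in liver and 7.8% to 14.4% in SCN. No 2 libraries of a group agreed within sampling noise: the chi-square statistic per degree of freedom between replicates was at least 32.5 in liver and 24.1 in SCN. Intervals and floors from counts would cover counting error only, so errors given here are standard deviations between libraries or standard errors of the fits.

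Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the tool's own filter on low counts (minimum count 10, which left 20249 genes in liver and all 15759 in SCN) and robust dispersion estimates. One model per tissue held the 12 groups of diet and time and a term for sex, so that all 36 libraries shared 1 estimate of the spread. The diet effect was the mean over the 6 times of MCD minus control. Rhythm was tested as the 24 h cosine and sine component of the 6 time means of a diet, and the difference in rhythm as the difference of these components between the diets. A model with a sex-by-diet term tested whether the diet effect differed between the sexes, and a model of all 72 libraries tested whether it differed between the tissues. That model treats liver and SCN libraries as independent. The protocol text speaks of liver and brain dissected at the same point, but the labels do not say which libraries came from the same mouse. Exon usage by diet was tested with diffSpliceDGE of edgeR, with time and sex as covariates and gene-level Simes p-values. Peak times came from a 24 h cosinor fit on log2 CPM (read counts scaled to a common library total) with a prior count of 2, and clock genes were tested two-sided with 100000 permutations of the diet labels within time and sex. Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. All p-values were adjusted by the Benjamini-Hochberg method within a result, and an adjusted p under 0.05 counted as called. Except where stated, CPM values are scaled by the TMM factors and are means ± SD over libraries. These factors lay between 0.841 and 1.280 in liver and between 0.938 and 1.031 in SCN. Log2 fold changes are given with the standard error of the fit. A peak-to-trough range is the log2 difference between the highest and lowest point of the fitted 24 h wave.

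The tests, the gene lists, the alternatives and the rule for naming genes were chosen before the data were examined, except where stated. The rule names the sex-specific and core clock genes; the up to 6 most changed genes with a diet effect of a methyl cycle list and an amino acid stress list; per tissue the 5 genes with the largest increase and the 5 with the largest decrease among genes of at least 1 CPM called for diet and changed the same way at all 6 times; the 5 with the largest change in peak-to-trough range among genes called for a difference in rhythm; the 5 leading genes for exon usage; and the 3 leading genes for diet by sex. Genes with no symbol, predicted genes and pseudogenes are passed over. Other lists are given with their most changed member. The single-gene values of 2 genes that the rule names are not reported here.

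Alternatives were the size factors of DESeq2 and upper-quartile scaling in place of TMM, no filter on low counts, DESeq2 1.42.0 and limma voom in place of edgeR, no term for sex, the replicate number as a block, a cosinor regression for rhythm, other prior counts, bin filters and gene-level tests, and the removal of each replicate number and of each library in turn. After the data were seen, library totals alone in place of TMM, a correction for GC content and transcript length, a term for the kind of liver library described in the report, libraries with a number alone, the exon bins before the break of the 2 short files, camera with estimated correlation, and the removal of the library control CT08 a from the list, phase, exon and tissue tests were added. The tests were checked on simulated counts drawn from the real means with 200 changed genes. The diet test recovered 83% of the changed genes among 19821 in liver and 79.5% among 15759 in SCN. These changes were of at most 1 log2, in genes of at least 1 CPM, and those of 1 log2 were recovered in 91% and 88%. Changes near the median absolute change of 0.05 log2 in SCN were not simulated, so these shares do not cover them. The test of a difference in rhythm recovered 77.5% and 76.5% of changes of 1.5 log2 peak to trough over the same genes. The sex-by-diet test recovered 89% and 81.5% of changes of 1.5 log2. The exon test recovered 99.5% on 2792 simulated liver genes, and the test between tissues found 73.8% of 343 changed genes among 14227. The exon changes were set in the most counted bin of a gene, with the same spread for all bins. SCN exon bins were not simulated. A simulated shift of 1 h in peak time was called in 58% of 50 profiles and a shift of 0 h in 10%, with noise of 0.25 times the amplitude. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used to read the files and draw the plots.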

Results

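Transcript levels were measured by RNA-seq in liver and suprachiasmatic nucleus (SCN) of mice on a methionine- and choline-deficient (MCD) or a control diet. The 72 libraries formed 24 groups of tissue, diet and circadian time (CT), each with 2 males and 1 female, so that each diet was represented by 18 libraries per tissue. Total gene counts were 63.4 ± 8.26 M per library on the control diet and 66.8 ± 8.43 M on MCD in liver (SD, n = 18 each, two-sided permutation p = 0.229). In SCN they were 52.7 ± 16.8 and 54.3 ± 13.8 M (n = 18 each, permutation p = 0.754). The deepest library held 1.65 times the counts of the shallowest in liver and 3.42 times in SCN.

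Sex-specific transcripts were examined first, since the labels' protocol and sample labels differ on sex. In liver, Xist, a non-coding RNA of the inactive X chromosome, was at 1114 ± 168 CPM in the 12 female libraries and 1.15 ± 1.01 CPM in the 24 male libraries. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had means of 58.2, 13.8, 21.1 and 40.8 CPM in males, and each lay under 0.2 CPM in females. In SCN, Xist was at 1492 ± 844 CPM in females and 2.39 ± 4.22 CPM in males, while Ddx3y was at 1.63 and 93.3 CPM. No library lay at the level of the other sex.

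Liver libraries fell into 2 kinds by mt-Nd6, the mitochondrial gene on the strand opposite to most others. In 21 libraries it lay at 41.6 to 118.9 CPM and in 15 at 414.1 to 924.6 CPM, with a gap of 1.80 log2 between them and a next widest gap of 0.71. These CPM values are scaled by library totals alone, without the TMM factors. The first kind held 8 control and 13 MCD libraries and the second 10 and 5 (Fisher's exact p = 0.176 for diet and 0.721 for sex). Reads in no exon bin made up 3.87% to 4.62% in the first kind and 9.96% to 14.2% in the second. In SCN the widest gap was 0.11. Liver gene counts, exon usage and peak times were therefore also fitted with the kind of library as a term, and some within each kind, called low and high by their mt-Nd6 level. The gene lists and the difference between the tissues were not.

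**Figure D1:**
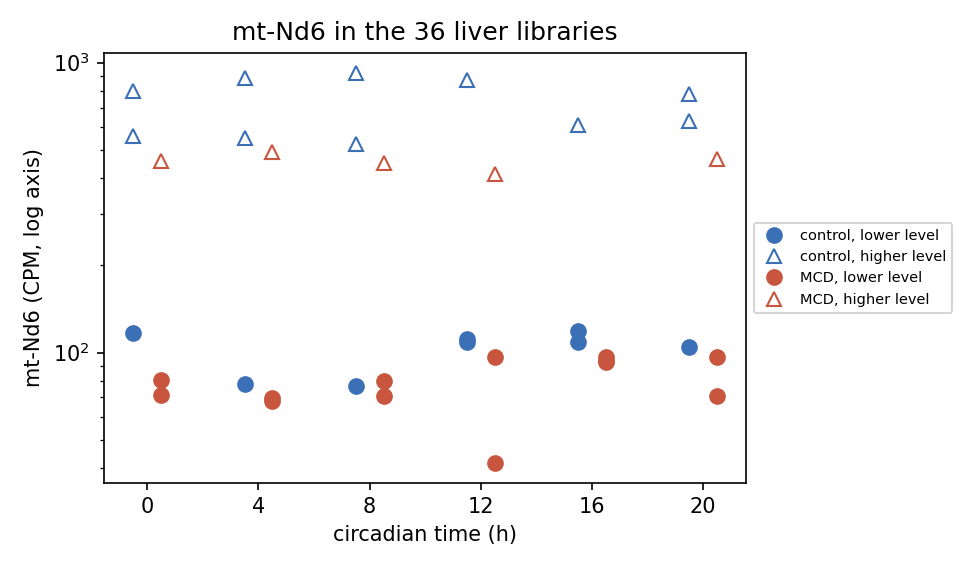
Level of mt-Nd6 (CPM by library totals without TMM factors, log axis) in each of the 36 liver libraries by circadian time (h) and diet. The 21 libraries of the low kind lie between 41.6 and 118.9 CPM and the 15 of the high kind between 414.1 and 924.6 CPM.

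A library of the control CT08 group differed from the other controls. A score was set to -1 at the control mean and 1 at the MCD mean. It used genes called for diet at the other times and changed there by at least 1 log2 (1731 for libraries of CT08, 1270 to 1478 for the other times). The library labelled control CT08 (a) scored 1.09, while the 17 other controls scored -1.46 to -0.54 and the 18 MCD libraries 0.26 to 1.79. In the exon-bin files, control CT08 1 scored 1.07 and the other controls -1.45 to -0.69. Of 324 genes that separated the other controls from the MCD libraries, this library lay on the MCD side for 264 and on the control side for 28. Its Gnmt (582 CPM), Fgf21 (16.7 CPM) and Pnpla5 (0.158 CPM) lay at the MCD level, while Mat2a (69.7 CPM) and Aldh7a1 (290.6 CPM) lay at the control level. Liver results are given with it, as labelled, and gene counts outside the fits within kinds, gene lists and peak times also without it.

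**Figure D2:**
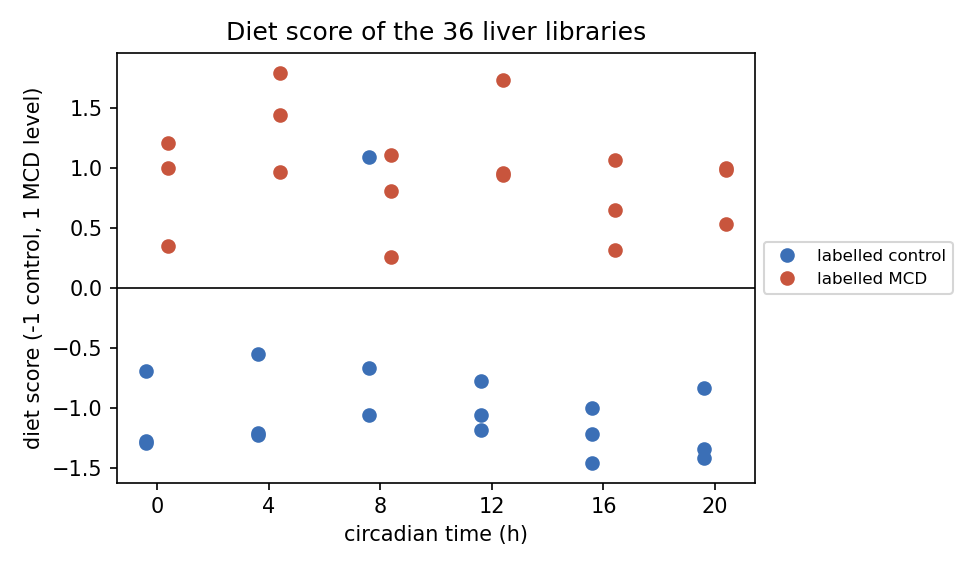
Diet score of each liver library (no unit, -1 at the control mean and 1 at the MCD mean) by circadian time (h). The score used genes called at the other times and changed there by at least 1 log2. The library labelled control CT08 (a) lies at 1.09, above 0 with the MCD libraries, and the 17 other controls lie at -0.54 or below.

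The first comparison asked which liver genes differed between the diets on average over the day. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 9426 of 20249 genes (46.6%), 5130 higher and 4296 lower on MCD. Of these, 5830 changed in the same direction at all 6 times, and 1631 changed by at least 1 log2, 1061 higher and 570 lower. The balance of higher and lower genes rested on the scaling between libraries. TMM factors averaged 0.917 ± 0.074 on control and 1.096 ± 0.079 on MCD in liver (n = 18 each, two-sided permutation p = 2e-05), and TMM places the median gene at a change of 0.02 log2. With library totals alone, a scaling tried after the factors were seen, the median gene lay 0.27 log2 higher on MCD, and of 12173 called genes 10633 were higher and 1540 lower (87.3% higher, against 54.4% with TMM). Both scalings called 6670 genes in the same direction and 386 in opposite directions. Changes in liver are therefore relative to the median gene, and the counts do not show whether that gene changed in absolute amount. Among the other alternatives on libraries of both kinds, leaving out replicate number 1 moved the count most, to 6401. A fit with the kind of library as a term called 8939 genes, of which 8634 were also called without it. Within the low and high kinds 4527 and 5070 genes were called, and the diet effects within the kinds had a Pearson r of 0.653 with each other across genes. Without the library labelled control CT08 (a) 10015 genes were called, 9214 of them shared.

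Of the genes of methionine metabolism, Mat2a (methionine adenosyltransferase 2A; 6:72432799-72439558, minus strand, GRCm38) rose from 71.0 ± 13.7 to 225 ± 56.5 CPM, a log2 change of 1.65 ± 0.07 (SE, edgeR adjusted p = 5.23e-15, higher at 6 of 6 times). Gnmt fell by 1.07 ± 0.14 on the log2 scale (adjusted p = 4.45e-07) and Aldh7a1 by 0.93 ± 0.04 (adjusted p = 2.52e-14), both lower at 6 of 6 times. Ahcy fell by 0.60 and Sardh by 0.57, and Amd1 rose by 0.44. Among genes of the amino acid stress response, Slc7a11, Fgf21, Atf3, Gdf15, Trib3 and Asns rose by 4.83, 4.56, 3.78, 2.81, 2.75 and 2.69 log2, each higher at 6 of 6 times, with edgeR adjusted p of 3.78e-07 or below. Fgf21 rose from 2.25 ± 3.72 to 46.0 ± 36.7 CPM (n = 18 each). Without the library labelled control CT08 (a) its control mean was 1.40 ± 0.979 CPM (n = 17), and Slc7a11 and Fgf21 rose by 5.34 and 5.02 log2. None of these genes lost its call when any 1 library was left out. Slc7a11 had no count in 6 control libraries, and its counts summed to 301 on control and 2368 on MCD. The size of its fold change is therefore uncertain. Mat2a, Gnmt, Aldh7a1, Ahcy, Sardh, Slc7a11 and Atf3 overlap a gene on the opposite strand, so part of their counts is uncertain.

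Among genes of at least 1 CPM that were called and higher at 6 of 6 times, the largest increases included Fgf21 and Atf3. Further ones were Cidec (3.85 ± 0.42 log2, edgeR adjusted p = 5.66e-08), Sult1e1 (3.86 ± 0.74, 0.000129) and Vmn2r3. Sult1e1 had no count in 5 control libraries, and its counts summed to 2272 on control and 8564 on MCD. The size of its fold change is therefore uncertain. Cidec rose by 4.54 log2 without the library labelled control CT08 (a). Vmn2r3 had no count in 16 of 18 control libraries, and its counts summed to 478 on control and 8122 on MCD, so no fold change is given. Its control mean of 0.265 CPM was 0.00853 CPM without the library labelled control CT08 (a). Among called genes of at least 1 CPM that were lower at 6 of 6 times, the largest decreases were those of Pnpla5, Mup5, Mup8, Sult3a1 and Chrna4. Pnpla5 had mean levels of 5.59 and 0.0278 CPM, with no count in 13 MCD libraries. Chrna4 fell by 5.90 ± 0.37 log2, from 43.6 ± 30.1 to 0.618 ± 0.481 CPM (adjusted p = 1.37e-11). Sult3a1 fell by 5.98 ± 0.53 log2 (adjusted p = 2.31e-09), but had an adjusted p of 1 without any one of the control females at CT00, CT04 or CT20. Mup5 and Mup8 had means of 309.8 and 1401 CPM on control and 14.2 and 132 CPM on MCD, with 7.57 CPM for Mup5 without MCD CT00 2. The call for Mup5 was lost without control CT08 b (adjusted p = 1). The Mup and Sult genes have near-identical paralogs between which reads can be split, and their values are uncertain.

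Gene lists were tested with camera at a preset correlation of 0.01, which compares a list with all other genes. In liver 6 of 12 lists were called. Amino acid stress genes rose (median 1.35 log2, 17 of 18 higher, adjusted p = 2.87e-10; 16 called, and 16 adjusted over the list alone). Lipid synthesis genes fell (median -1.59, 12 of 12 lower, 5e-16; 12 and 12 adjusted over the list alone), with the largest change in Pnpla3 (-5.53). Lipid storage and oxidation genes rose (median 0.51, 0.00129; 7 called, 8 adjusted over the list alone), and cholesterol synthesis genes fell (median -0.46, 0.0422; 6 and 6 adjusted over the list alone), led by Insig1 (-0.96). That call was lost without replicate number 3 (median -0.23, adjusted p = 0.28). Macrophage genes rose (median 0.48, 0.00199; 10 called, 11 adjusted over the list alone), led by Trem2 (2.39); 11 of the 12 were expressed in these libraries. Erythrocyte genes fell (median -0.80, 0.00631; 4 and 4 adjusted over the list alone), all 5 expressed and their globin members paralogs. The lists not called were stellate cell and fibrosis (median 0.53, 10 of 12 genes expressed, 0.0503), methyl cycle (-0.09, 0.262), core clock (-0.16, 0.605), oligodendrocyte (-0.10, 5 of 10 expressed, 0.265), ependyma and choroid (-0.38, 4 of 8 expressed, 0.0848) and hypothalamus outside the SCN (3 of 10 expressed, 0.885). That last list had a median of 0.22, a mean of -0.86 and a downward test. The SCN neuropeptide list had 1 of 12 genes in liver and was not tested. With library totals alone the medians of the core clock, methyl cycle and oligodendrocyte lists flipped to 0.09, 0.16 and 0.17, and no other liver list changed the sign of its median. With fry 10 lists were called, the 6 above among them, and with estimated correlation only the amino acid stress and lipid synthesis lists (0.018 each). Without the library labelled control CT08 (a) 7 lists were called, the stellate cell list joining (0.0423).

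The number of called genes at single times was 2550 at CT00, 3679 at CT04, 263 at CT08, 3081 at CT12, 2532 at CT16 and 2288 at CT20 by edgeR. At least 1 time called 7140 genes. The splits into higher and lower genes were 1330 and 1220, 1915 and 1764, 111 and 152, 1637 and 1444, 1320 and 1212, and 1155 and 1133. Library totals alone gave 3429 and 542, 4742 and 746, 173 and 104, 5987 and 488, 3728 and 434, and 3087 and 473. With the kind of library as a term the counts were 2436, 3543, 227, 3234, 2484 and 2142, and single groups held too few libraries of each kind for a value within kinds. Without the library labelled control CT08 (a) CT08 had 1232 genes, 563 higher and 669 lower, of which 248 were among the 263, and the other times had 3076, 4267, 3837, 3189 and 2879. The CT08 count was 37 without control CT08 b, 95 without control CT08 3, and 159, 100 and 50 without MCD CT08 1, 2 and 3. At CT00 it was 1242, 1642 and 1253 without control 1, control 2 and MCD 1. At CT04 it was 2128, 2088 and 2008 without control 1, control 2 and MCD 1. At CT12 it was 1365, 1874 and 1272 without control 1, control 2 and MCD 2. At CT16 it was 1271, 1678, 1539 and 1131 without control 1, control 2, MCD 2 and MCD 3. At CT20 it was 1349, 1248, 1296 and 1407 without control 1, control 2, MCD 1 and MCD 2. The times were not tested against each other apart from the rhythm test below.

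**Figure D3:**
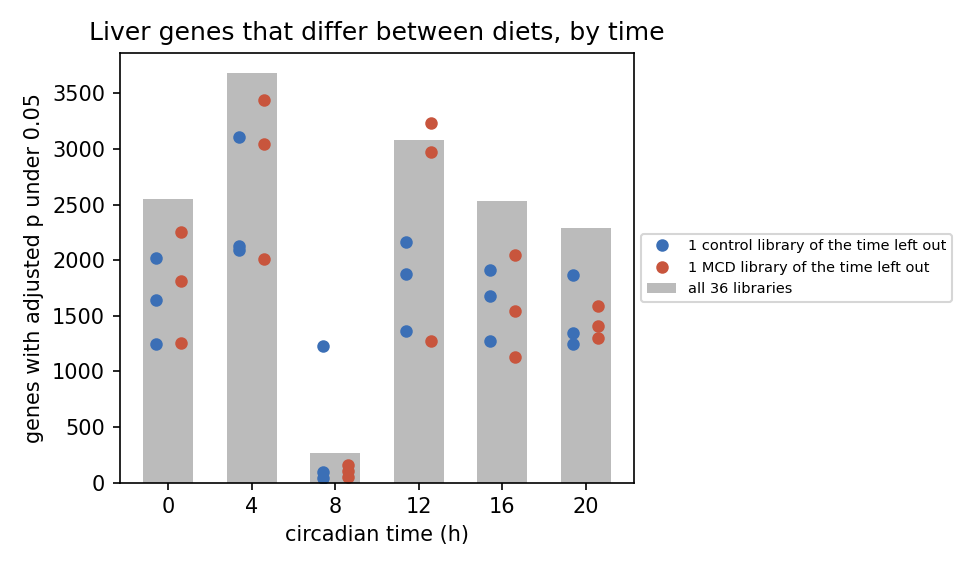
Liver genes called for diet by edgeR at each circadian time (h). Bars are counts with all 36 libraries and points are counts with 1 control or 1 MCD library of that time left out. CT08 has 263 genes with all libraries and 1232 without the library labelled control CT08 (a).

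Rhythms over 24 h were called for 3611 liver genes on control and 5704 on MCD by edgeR, of which 2271 were called on both diets. The alternative that moved the control count most left out replicate number 1, with 570 genes, and the same alternative gave 2465 on MCD. With the kind of library as a term the counts were 3700 and 5966. Within the low kind they were 778 and 3622 (8 and 13 libraries), and within the high kind 626 and 43 (10 and 5 libraries). Without the library labelled control CT08 (a) they were 3545 and 6283. A gene called on 1 diet alone is not shown to differ, and the test of the difference in rhythm called 986 genes. The fitted range was higher on MCD for 719 of these and lower for 267. The count was 1109 with the kind of library as a term, and 11 and 0 within the low and high kinds by edgeR (21 and 15 libraries). It was 1271 without the library labelled control CT08 (a), 646 without control CT04 2, 2016 by DESeq2, and 5, 4 and 527 without replicate numbers 1, 2 and 3. With all libraries 4030 genes had an unadjusted p under 0.05.

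The genes with the largest change in range were Scd3, the mitochondrial tRNA genes mt-Tr, mt-Td and mt-Tg, and Cphx1. Scd3 had no counts in 3 control and 2 MCD groups, with means of 21.6 and 0.672 CPM (0.392 without MCD CT04 1), so no range is given (edgeR adjusted p = 0.0336). Its call was lost, with adjusted p of up to 1, without any one of control CT00 1, 2 and 3, CT12 1 and 3 and CT16 1 and 3 and MCD CT00 1, CT04 1, CT12 1 and 2 and CT20 3. The range rose from 0.57 to 5.86 log2 for mt-Tr, from 0.90 to 5.82 for mt-Td and from 0.54 to 5.15 for mt-Tg (adjusted p = 0.0273, 0.0331 and 0.0333). The call for mt-Tr was lost without control CT04 1 or CT16 2 or MCD CT04 2, CT04 3 or CT16 3 (adjusted p of at most 0.0608). Those for mt-Td (at most 0.0742) and mt-Tg (at most 0.0696) were lost without any one of control CT16 1, 2 and 3 and MCD CT04 1, 2 and 3 and CT16 3, and further without control CT04 2 for mt-Td and control CT04 1 for mt-Tg. All 3, and Scd3, lost their calls under limma. Cphx1 rose from 0.41 to 3.04 log2 (adjusted p = 0.00434) and kept its call without any 1 library, but overlaps a gene on the opposite strand. Scd3 has close paralogs and tRNA genes are short, so these values are uncertain.

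The diet effect differed between the sexes in 359 liver genes by edgeR, 185 with a higher and 174 with a lower change in females, and 2483 genes had an unadjusted p under 0.05. DESeq2 called 741 genes and limma 382, and library totals alone gave 143 with a higher and 210 with a lower change in females. A term for the kind of library gave 394, and within the low and high kinds 8 and 7. The count was 503 without the library labelled control CT08 (a), 235 without control CT20 3 and 239 without MCD CT20 3. Mup20 rose in females from 70.7 ± 26.4 to 396.6 ± 161.3 CPM (n = 6 each) and fell in males from 4915 ± 1393 to 1511 ± 566.5 CPM (n = 12 each), a difference of 4.18 ± 0.38 log2 (edgeR adjusted p = 1.06e-06). Gstp1 rose in females from 86.1 to 370.7 CPM and fell in males from 782 to 511.5 CPM (2.67 ± 0.28, 6.65e-06). C8a went from 130.3 to 137.8 CPM in females and from 795.5 to 267.6 CPM in males (1.66 ± 0.20, 3.33e-05). Mup20 and Gstp1 have near-identical paralogs and C8a overlaps a gene on the opposite strand, so these values are uncertain.

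Exon usage differed between the diets in 546 of 14108 liver genes by diffSpliceDGE of edgeR (34 libraries, biological coefficient of variation 0.25). The gene-level F test moved this most upward, to 850, and among fits on both kinds of library leaving out replicate number 3 most downward, to 205. With the kind of library as a term 337 genes were called, 314 of them shared, and within the low kind 107 genes were called (20 libraries) and within the high kind slightly fewer (14 libraries). Without control CT08 1 it was 702. Among the leading genes were Dpys (bin 14, relative log2 change 2.53, adjusted p = 1.61e-71), Mat2a (bin 9, -1.54, 2.1e-53), Acsl5 (bin 3, 1.02, 2.48e-39) and Slc38a4 (bin 24, 2.29, 6.31e-32). These 4 were also called with the kind of library as a term.

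In SCN the same test of the average diet effect called 10 of 15759 genes, 6 higher and 4 lower, while 746 had an unadjusted p under 0.05. DESeq2, the alternative that moved the count most upward, called 48 and limma 20, and no gene was called by edgeR without replicate number 2. The count was 16 without control CT00 3 and 17 without control CT16 3. Mat2a rose from 142 ± 13.8 to 191 ± 84.8 CPM (0.31 ± 0.06 log2, edgeR adjusted p = 0.0150, higher at 4 of 6 times). Sult1a1 (0.80 ± 0.13, 0.00747), Fbln5 (0.52 ± 0.10, 0.0417) and Itih3 (0.20 ± 0.04, 0.0429) were higher at 6 of 6 times. Igsf1 (-0.31 ± 0.05, 0.00294), Slc7a10 (-0.31 ± 0.06, 0.0150) and Slc16a1 (-0.25 ± 0.05, 0.0237) were lower at 6 of 6 times. Outside the rule for named genes, and listed after their values were seen, were 2900052N01Rik (0.85 ± 0.11, 0.00021), Gpr17 (-0.34 ± 0.06, 0.00408, lower at 5 of 6 times) and Glul (0.25 ± 0.05, 0.0150, higher at 5 of 6 times). The call for Fbln5 was lost in 24 of 36 fits that each left out 1 library (adjusted p of at most 0.0887), all but those without control CT00 3, CT04 1, 2 or 3, CT08 3, CT12 3 or CT16 3 or MCD CT08 1 or 2, CT16 3 or CT20 1 or 3. For Itih3 it was lost in 25 (at most 0.103), all but those without control CT00 3, CT08 3 or CT16 2 or 3 or MCD CT00 1, CT04 3, CT08 3, CT12 1, CT16 1 or 3 or CT20 1. It was lost for Slc16a1 without control CT00 2, control CT12 3 or MCD CT00 2 (adjusted p of at most 0.0586). Sult1a1 can share reads with paralogs, Mat2a, Sult1a1, Slc7a10, Gpr17 and Glul overlap a gene on the opposite strand and Slc16a1 and Glul genes on their own strand, and these values are uncertain.

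At single times in SCN, edgeR called 1 gene at CT00, 7 at CT04, 1 at CT16 and 1 at CT20. At CT08 and CT12 it called 0, with 282 and 328 genes at an unadjusted p under 0.05, while DESeq2 called 5 and 5 and limma 0 and 0. Mat2a rose by 1.16 ± 0.14 log2 at CT16, from 132 ± 13.5 to 295.9 ± 24.4 CPM (n = 3 each, edgeR adjusted p = 5.05e-05), and by 1.10 ± 0.14 at CT20 (adjusted p = 0.000167). Its changes at CT00, CT04, CT08 and CT12 were 0.08, -0.46, -0.41 and 0.40 log2 and were not called. In liver it was called at each of the 6 times, with changes of 1.30 to 2.15 log2. The remaining genes were named after their values were seen: Fosl2 at CT00 (1.70 ± 0.27 log2, edgeR adjusted p = 0.0084) and Rnf8, Lrrc8a, Tsc22d3, Rhou, Tob2, Agt and Txnip at CT04 (0.47 to 1.18 log2). The CT00 count was 0 without control CT00 2 or MCD CT00 1, 3 without control CT00 1 or control CT12 3, and 4 without MCD CT04 3. It was 2 without control CT00 3, CT04 3, CT08 a or CT20 3, or MCD CT00 2, CT00 3, CT20 2 or CT20 3. The CT04 count was 0 without control CT04 3 or MCD CT04 3, 1 without control CT04 1 or CT04 2, and 2 without MCD CT04 1. It was 3 without control CT00 1, CT08 3, CT12 3, CT16 1, CT16 3 or CT20 1, or MCD CT08 1, CT08 2, CT08 3 or CT12 1, and 4 without control CT00 3 or CT16 2 or MCD CT20 2. The CT12 count was 1 without control CT00 2 and the CT16 count 2 without control CT16 2. The CT20 count was 3 without control CT20 1 and 5 without control CT20 2 or MCD CT20 1.

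**Figure D4:**
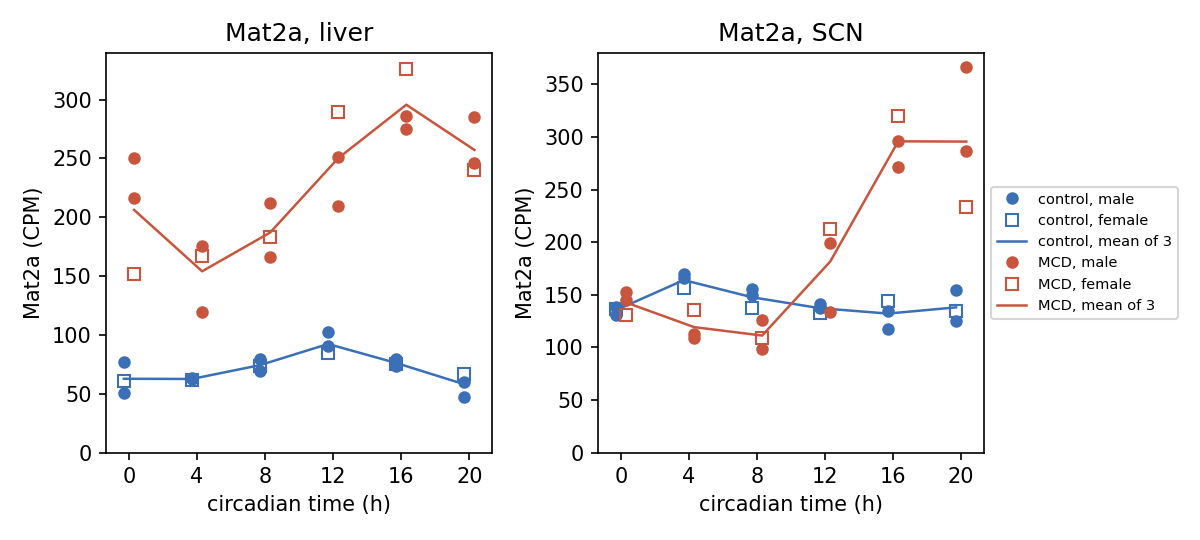
Mat2a level (CPM) by circadian time (h) in liver and SCN on each diet; filled points are male and open squares female libraries, and lines join group means (n = 3). In SCN MCD lies above control at CT16 and CT20, with called changes of 1.16 and 1.10 log2. It lies below control at CT04 and CT08, with changes of -0.46 and -0.41 log2 that were not called. In liver MCD lies above control at all 6 times.

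Rhythms were called for 2378 SCN genes on control and 2544 on MCD, 1556 of them on both. Leaving out replicate numbers moved these most, with lowest counts of 811 and 775. The difference in rhythm was called for 2 genes by edgeR, with 596 at an unadjusted p under 0.05. Mat2a had a range of 0.24 log2 on control and 1.58 on MCD (adjusted p = 2.55e-07) and was called in all 36 fits that each left out 1 library. Tsc22d3 had ranges of 1.00 and 1.54 log2 (adjusted p = 0.0377) and was called in 12 of those 36 fits, those without control CT00 1, 2 or 3, CT08 b, CT12 1 or 3, CT16 1 or CT20 2 or MCD CT00 1, CT04 2, CT16 1 or CT20 1 (adjusted p in the others of at most 0.184). The count was 5 without MCD CT20 1, 4 without control CT12 3, and 1 without any one of control CT04 1, 2 and 3, CT08 a and 3, CT12 2, CT16 3 and CT20 3 and MCD CT00 2 and 3, CT04 1 and 3, CT08 1, 2 and 3, CT12 1, 2 and 3, CT16 2 and 3 and CT20 2 and 3. The diet effect by sex was called for 0 SCN genes by edgeR, with 826 at an unadjusted p under 0.05, for 1 by DESeq2 and for 0 by limma. Exon usage by diet was called for 7 of 15275 SCN genes, with 156 at an unadjusted p under 0.05 and 2 called by limma. The leading ones were Rps24 (bin 27, edgeR adjusted p = 9.62e-06), Eef1a1, Rpl35a, Hnrnpk and Ppia, genes with many processed copies whose reads are uncertain.

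In SCN 4 of 13 lists were called by camera. Core clock genes rose (median 0.05 log2, 17 of 19 higher, adjusted p = 0.00406; 0.06 and not called without replicate number 2), cholesterol synthesis genes fell (-0.08, 11 of 11 lower, 1.06e-06), and so did oligodendrocyte genes (-0.16, 10 of 10 lower, 2.03e-09) and erythrocyte genes (-1.45, 5 of 5 lower, 3.38e-16). No gene of these lists was called over all genes by edgeR, and 0, 3, 4 and 5 were called adjusted over the list alone. The cholesterol synthesis and erythrocyte lists were also called by fry (0.0178 and 0.00835) and with estimated correlation (0.0342 and 0.00429), and the other lists by neither. Medians of the lists not called were 0 for methyl cycle (-0.01 with library totals alone and with the size factors of DESeq2; 0.507), -0.06 for amino acid stress (0.139), -0.04 for lipid synthesis (0.074), -0.04 for lipid storage and oxidation (mean 0.07, 0.512), -0.03 for macrophage (10 of 12 expressed, 0.234), -0.14 for stellate cell and fibrosis (9 of 12, 0.0605), 0.05 for SCN neuropeptides (12 of 12, 0.227), -0.05 for hypothalamus outside the SCN (5 of 10, the highest adjusted p of the lists) and -0.08 for ependyma and choroid (5 of 8, 0.135). Adjusted over the list alone, 1 methyl cycle, 1 lipid synthesis, 2 lipid storage and 4 SCN neuropeptide genes were called.

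Peak times were compared between the diets for 19 core clock genes. In liver their median shift was -1.30 h, earlier on MCD, with 18 of 19 genes earlier (two-sided permutation p = 0.00059). In SCN it was -1.02 h with 19 of 19 genes earlier (permutation p = 0.00011). Adjusted over the list alone, 8 liver and 7 SCN genes were called. The liver genes were Arntl (-1.30 ± 0.56 h, SE, adjusted p = 0.00019), Nfil3 (-1.93 ± 0.53 h, 0.0131), Npas2, Per3, Dbp, Tef, Nr1d2 and Ciart. In SCN they were Per1 (-1.42 ± 0.33 h), Nr1d1 (-0.89 ± 0.32 h) and Dbp (-1.02 ± 0.33 h, 0.00994 each), Cry1, Per2, Hlf and Bhlhe41. Over genes rhythmic on both diets the median shift was -1.75 h in liver (2271 genes, 79.8% earlier, permutation p = 0.0005, the smallest that 2000 permutations can give) and -0.97 h in SCN (1556 genes, 84% earlier, p = 0.0015). Genes are not independent replicates. The clock gene median in liver was -1.24 h with the kind of library as a term, and -1.35 and -1.45 h within the low and high kinds (18 and 15 of 19 earlier). It was -1.14 h without the library labelled control CT08 (a) (permutation p = 0.00115), and 2 genes were then called adjusted over the list alone. Without replicate numbers 1, 2 and 3 it was -1.18, -1.23 and -1.63 h in liver and -0.99, -0.94 and -1.15 h in SCN, and 0, 0 and 6 liver and 2, 1 and 6 SCN genes were then called adjusted over the list alone.

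**Figure D5:**
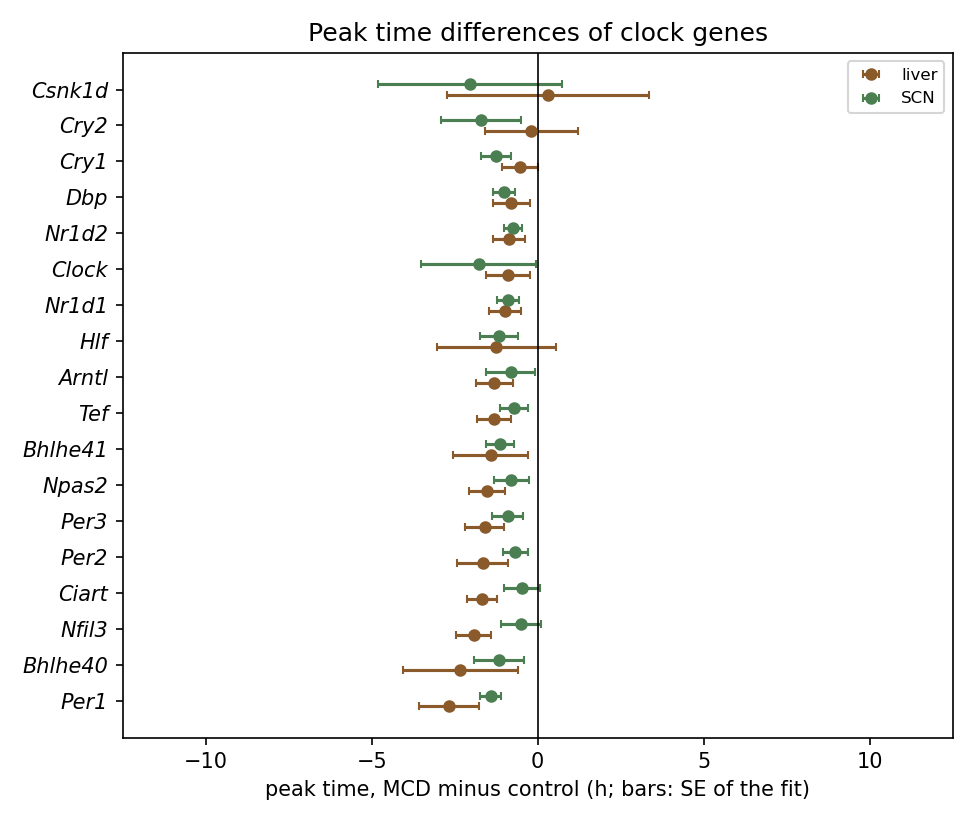
Shift of the peak time (h, MCD minus control) of core clock genes in liver and SCN, with standard errors. All genes drawn except Csnk1d in liver lie below 0, which is earlier on MCD.

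The diet effect was compared between the tissues over 14227 genes tested in both. The difference was called for 5015 genes by edgeR, 2289 with a higher and 2726 with a lower change in SCN. With library totals alone 6129 genes were called, 1041 with a higher and 5088 with a lower change in SCN. Leaving out replicate number 1 moved this most, to 2958, and it was 5537 without the library labelled control CT08 (a). Across genes, which are not independent replicates, the average diet effects had a Pearson r of 0.024 and a Spearman rho of 0.02. Of 7350 genes called in liver, 51.1% had the same sign in SCN and 4782 were called for the difference. The median absolute change was 0.199 log2 in liver and 0.05 in SCN.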

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

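The tests of a diet effect in the SCN hidden by noise, with the GC and length trend removed and with the kind of library as a term were chosen only after the results were seen.

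A difference between the tissues in the diet effect was picked out because the test of the difference itself called 5015 genes. Diet labels exchanged within tissue, time and sex gave as many genes in 1 of 25 splits, which is the real one. The exchange breaks up any diet effect, also one shared by the tissues. Chance assignment can thus be excluded only against no diet effect in either tissue. This holds if liver and SCN libraries are independent, which the labels leave open. If the SCN held the same diet effect under more noise, genes called in liver would move the same way in the SCN. With TMM scaling 51.1% of those genes did, near the 50% of unrelated directions, which argues against this explanation. With the trend of each library with GC content and transcript length removed, 19 SCN genes were called for diet instead of 10, so this trend stays open as a source of lost SCN calls. The liver count was then 9403, with 8089 genes shared with the 9426, and 19 genes argue against the trend as the reason for the gap between the tissues. A biological difference between liver and SCN, which the design names, remains open as an untested hypothesis.

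A difference between the sexes in the liver diet effect was picked out because the test of the difference called 359 genes. Sex exchanged within the groups gave as many in 1 of 25 splits, the real one. The exchange also breaks up differences between the sexes that do not depend on diet, which then widen the spread. These splits therefore cannot exclude chance for the diet effect by sex. All females carry replicate number 3 and 0 male liver libraries do. A batch that shares number 3 therefore cannot be told apart from sex, because no male library has that number. Reads shared between paralogs, as for Mup20 and Gstp1, were not tested. A biological difference between the sexes remains open and untested.

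A difference in rhythm between the diets in liver was picked out because the test of the difference called 986 genes. Diet labels exchanged within time and sex gave as many in 2 of 40 splits, a share of 0.05, so chance cannot be excluded. The other split with as many called 2031 genes, and it carries part of the real diet effect as a day wave (0.801, the highest of the splits, shared with a split that called 26), so it is not free of that effect. With the kind of library as a term 1109 genes were called, which argues against the kinds of library as the whole explanation. The library labelled control CT08 (a) is the control library at the MCD level at 1 time, and 1271 genes were called without it. A biological difference in rhythm between the diets remains open and untested.

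A difference in rhythm between the diets in the SCN was picked out because the test of the difference called 2 genes, Mat2a and Tsc22d3. Diet labels exchanged within time and sex gave as many in 1 of 40 splits, the real one, so chance can be excluded for the count. The unadjusted p of Mat2a exon usage by diet in the SCN was 0.927 over all 6 times, and splicing at night alone was not tested. Over 28 bins tested in both tissues, 20 changed in the same direction in SCN and liver. Their relative changes had a Pearson r of 0.402 and a Spearman rho of 0.562, which goes with splicing. A change in how the transcript is spliced and a change in its amount cannot be told apart from this, since a test of 1 gene without a call excludes nothing. A biological difference remains open and untested.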

How the results depend on the processing

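The tests with library totals alone, with the GC and length trend removed, with the kind of library as a term, with numbered libraries alone, with the exon bins before the break of the 2 short files and with estimated correlation, and the removal of the library labelled control CT08 (a) outside the gene counts, were chosen only after the results were seen.

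With library totals alone the liver diet average called 12173 genes, 10633 of them higher, where TMM called 9426, because the TMM factors differ between the diets by 0.26 log2 on average. Of the 9426 genes 1461 changed sign. Single-time counts were 3971 at CT00, 6475 at CT12, 4162 at CT16 and 3560 at CT20, and 3 at CT04 in SCN. Rhythm counts in liver were 3528 and 4800 and the difference in rhythm 759. No spike-in is among the files, so the data do not decide between the scalings.

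In liver the diet average kept within 1.5 times its count of 9426 under the other alternatives, from 6401 to 10015, apart from fits within 1 kind of library (4527 and 5070). DESeq2 called 2016 genes for the difference in rhythm, 741 for the diet effect by sex and 656 at CT08, and 140 were called at CT08 with no term for sex. The gene-level F test called 850 genes for exon usage and the fit with the kind of library as a term 337. Leaving out a library or a replicate number gave 570 to 4000 genes for rhythm on control, 2465 to 6283 for rhythm on MCD, 4 to 1271 for the difference in rhythm, 235 to 503 for diet by sex and 205 to 702 for exon usage. Leaving out a library of the same time, or a number, gave at CT00 to CT20 84 to 2254, 331 to 3442, 8 to 1232, 60 to 3234, 328 to 2043 and 237 to 1865 genes. Fits without a number leave most groups with 2 libraries or 1 sex and have fewer samples, which is 1 reason for lower counts. Without number 1 or 2, the fits of gene counts, gene lists and tissues keep both control males at CT08, which have no number. The library labelled control CT08 (a) is thus in these fits. Without a number or the library labelled control CT08 (a) the difference between tissues ranged from 2958 to 5537 genes. Of the liver lists 10 were called with fry and 2 with estimated correlation.

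In SCN the diet average was 48 with DESeq2, 20 with limma, 6 with no term for sex and 19 with the GC and length trend removed, and 0 to 17 without a library or number. Libraries with a number alone gave 4. Rhythm on control was called for 1149 genes with numbered libraries alone and for 811 to 2621 without a library or number, and rhythm on MCD for 775 to 2911. The difference in rhythm was called for 8 genes with DESeq2, 1 with limma, 1 with no term for sex, 1 with numbered libraries alone, 1 with a cosinor regression and 1 to 5 without a library or number, and DESeq2 called 1 gene for diet by sex. DESeq2 called 29, 21, 5, 5, 5 and 23 genes at CT00 to CT20. The size factors of DESeq2 gave 3 and limma 3 at CT00, no term for sex gave 2 at CT04, and limma gave 2 at CT20. Numbered libraries alone gave 2, 3 and 2 genes at CT00, CT04 and CT08. Without a library of the same time, or a number, CT00 gave 0 to 3, CT04 0 to 8, CT12 0 to 1, CT16 1 to 2 and CT20 0 to 6. Exon usage was called for 2 genes with limma, 3 with the F test and 4 to 6 without a number. The median shift over all rhythmic genes was -1.32 to -0.87 h without a number. Of the SCN lists 2 were called with fry and 2 with estimated correlation. The cause was not tested for any of these.

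The replicate numbers do not pair libraries: the correlation of libraries with the same number between groups had a lowest value of 0.07 in liver, with 13 of 16 over 0.1, and -0.086 in SCN, with 8 of 16, so not every pair was over 0.1. The median was 0.241 in liver and 0.103 in SCN for the same number and -0.122 and -0.06 for different numbers. With sex removed the same-number medians were -0.012 and -0.01. With the number as a block, SCN counts were 4 for diet, 4 with the block within time, 1248 for rhythm on control, 979 for rhythm on both diets, 4 for clock gene peak times, 1 for the difference in rhythm, and 2, 4 and 2 at CT00, CT04 and CT08. Fits of gene counts and lists with the block leave out both control males at CT08, which have no number. In SCN the numbered libraries without a block gave 4 for diet and 1149 for rhythm on control. They gave 1 for the difference in rhythm, and 2, 3 and 2 at CT00, CT04 and CT08. Changes with the block can therefore come from the libraries left out. The block gave a Csnk1d liver shift of -0.50 h, a median of 0.30 for the list of hypothalamus outside the SCN in liver and -0.04 for it in SCN. Core clock genes in liver had a median of 0.00 with it and the stellate cell list in SCN -0.03. It moved no other count by over 1.5 times. Calls were lost with the block for Mup5, mt-Tr, mt-Td, mt-Tg and the MCD rhythm of Bhlhe40 in liver, for Mat2a (adjusted p = 0.0503), Sult1a1, Fbln5, Itih3, Slc7a10, Slc16a1 and Glul in the SCN diet average and for Tsc22d3 in the SCN difference in rhythm. For peak times they were lost for Nr1d2 in liver and Per2, Dbp and Bhlhe41 in SCN and gained for Clock and Per1 in liver. The stellate cell list in liver was gained, as it was without the library labelled control CT08 (a) alone. With fry the list of hypothalamus outside the SCN was gained in liver (0.0285). It changed no other call.

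Some directions reversed, and the cause was not tested. The Csnk1d liver peak shift of 0.32 h was -1.15 h with the kind of library as a term and ranged from -0.61 to 1.97 h without a library or number. Without a library or number the Cry2 liver shift of -0.19 h ranged from -0.67 to 0.60 h, and the SCN shifts of Cry2 from -2.33 to 0.22 h and Nfil3 from -1.06 to 0.19 h. The test direction of the list of hypothalamus outside the SCN reversed in liver, where its median ranged from -0.77 to 0.27 without a library or number, and in SCN, where it was -0.05 with the size factors of DESeq2, -0.07 with limma and -0.02 to 0.10 without a library or number. That of the methyl cycle list in SCN reversed, with medians of -0.01 to 0.01.

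Of the values of genes named in the text, 3858 of 4032 kept their direction and side of the threshold with a library left out, 166 fell below it and 8 rose past it. With a replicate number left out 267 of 327 kept them, 59 fell below and 1 rose past, and under other alternatives 1144 of 1202 kept them, 53 fell below and 5 rose past. For peak times of clock genes the kept values were 10 of 18, 70 of 108 and 154 of 162, and for gene lists 10 of 12, 64 of 75 and 67 of 75. For exon usage of named genes they were 4 of 4, 20 of 27 and 37 of 44, with 7 below the threshold in each of the last 2. Of counts and medians, 370 of 437, 34 of 87 and 206 of 255 stayed within their limits. The shallowest library held 23.4 M counts in SCN and 52.6 M in liver, and whether depth limits the SCN counts was not tested.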

Other observations

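The tests of a single library, of exchanged or wrong labels at CT08, of chance labels, replicate numbers and collection times for the clock genes, of strand specificity, with the GC and length trend removed, with the kind of library as a term and of the exon genes that stay called with the kind of library were chosen only after the results were seen.

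Few liver genes were called at CT08. Without the library labelled control CT08 (a) the count was 1232 instead of 263, so one library that differs from its group stays open. An exchange of labels between a control and an MCD library at CT08 needs an MCD library at the control level. The lowest diet score there was 0.255, on the MCD side of 0, which argues against such an exchange. The score of the library itself was 1.09, so a wrong diet label on it stays open. Against a plain wrong label stand 28 of 324 separating genes at the control level, Mat2a and Aldh7a1 among them, but MCD libraries left out in the same way had up to 44 such genes. A control animal in another physiological state was not tested and stays open.

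Liver libraries of the kind with high mt-Nd6 were examined for strand specificity. Of the 200 genes that differed most between the kinds, all 200 were higher in the high kind. Genes overlapping a gene on the opposite strand made up 91.4% of them and 41.9% of all tested genes, 2.18 times as frequent (Fisher's exact p = 2.5e-49). This goes with a library preparation with lower strand specificity, which stays open. With the kind of library as a term the liver diet count was 8939, the rhythm counts 3700 on control and 5966 on MCD, which argues against the kinds as the whole explanation of these. For exon usage the count fell from 546 to 337, so the kinds stay open for the genes that were lost, while 314 genes stayed called and the kinds are argued against for these. No biological explanation of the kinds was tested.

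The trend of each library with GC content and transcript length was removed from the counts. In liver 9403 genes were then called for diet, and 3787 and 5808 for rhythm on control and MCD. In SCN 19 genes were called for diet, and 2636 and 2889 for rhythm. These counts argue against the trend as the whole explanation of any of the 6 results.

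Clock genes peaked earlier on MCD in both tissues. Permutation p-values of 0.00059 in liver and 0.00011 in SCN argue against chance assignment of the diet labels. Without 1 replicate number the median shift nearest to 0 was -1.18 h in liver and -0.94 h in SCN, which argues against one replicate number as the source. If control mice had been collected later than MCD mice at each nominal time, control peaks would seem earlier and MCD peaks later. Earlier MCD peaks in 18 of 19 liver and 19 of 19 SCN clock genes argue against this. Earlier collection of control mice would give the observed sign, and both tissues would show the same shift. The SCN shift lay 0.28 h from the liver shift, and the fits without 1 replicate number gave 0.18 to 0.48 h. From numbers 1, 2 and 3 alone the clock gene shift was -1.87, -1.59 and -0.51 h in liver (SD 0.718 h) and -1.05, -1.06 and -0.68 h in SCN (SD 0.215 h), so the gap lies within the spread in liver. Numbers 1 and 2 alone hold no control library at CT08. Over all rhythmic genes, which differ between the tissues, the shifts of -1.75 and -0.97 h lay further apart than their SD of 0.311 and 0.322 h, but from number 2 alone they were -1.25 and -1.41 h. By the gap of the clock genes, earlier collection of control mice and a shift of the clock by diet cannot be told apart. A biological shift of the clock remains open as an untested hypothesis.

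Males with replicate number 1 held a little Xist in liver, with a median of 1.88 CPM against 0.338 CPM in males with number 2 and 1173 CPM in females. These 3 medians are scaled by library totals alone and are not on the TMM scale. The 12 female libraries ran from 905.7 to 1392 CPM here and from 830.7 to 1309 CPM on the TMM scale. Of 32 other female-specific genes, 23 were higher and 2 lower in control males with number 1 than with number 2. They were picked at a minimum fold of 50, and none lay above 1.7% of the female level in number 2. In number 1 they lay at 0% to 93.7% of it, against 0.151% for Xist. A set so low in number 2 favours higher values in number 1, so this count cannot decide. Carry-over of female library molecules or index misassignment stays open. No biological explanation was tested.

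Other splits of the libraries gave as many called genes as the real one in the following numbers, the real split included. For the liver diet average it was 1 of 40, for rhythm 1 of 25 on each diet and for exon usage by limma 1 of 25, so chance can be excluded. For the SCN diet average it was 1 of 40 and for rhythm 1 of 25 on each diet, so chance can be excluded. For SCN exon usage by limma it was 16 of 25, so chance cannot be excluded. For the SCN diet effect by sex it was 25 of 25, but with a real count of 0 genes every split gives as many, and nothing follows from it. At CT00, CT04, CT08, CT12, CT16 and CT20 it was 1, 1, 2, 1, 1 and 1 of 10 in liver and 2, 1, 10, 10, 2 and 5 of 10 in SCN. With 10 splits the share is never under 0.1, and the real count was 0 at CT08 and CT12 in SCN, so these splits decide nothing about chance at a single time. The other split at CT08 in liver, which placed the library labelled control CT08 (a) with MCD 2 and 3, called 609 genes.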
